A study of Homo sapiens with 24 samples.

How the data were processed

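Per the labels, HEK293FT cells (mock, DDX3X knockdown or NAT10 knockdown) received DMSO or 400 nM thapsigargin for 1.5 h, and cycloheximide at 100 µg/mL for the last 5 min. Lysates were run on sucrose gradients from which 14 fractions of 800 µL were taken. Poly(A) stranded libraries were made from about 800 ng of RNA per sample, per the labels' protocols, from total RNA of the lysate and from heavy fractions. Which fractions were combined as heavy is not stated, nor how the knockdowns were made.

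The authors deposited a table of raw read counts per transcript and, per the file headers, a table of TPM (abundance scaled by transcript length and library total) for the same libraries. Both hold 68731 UCSC transcript identifiers and 24 libraries, with no gene names, and neither states the aligner, the counting tool, the genome build or the annotation release. In the deposited TPM table each column has the same sum, and transcripts with 0 counts carry a single small constant per library in place of 0. The counts were used for all tests and the TPM only for relative transcript length. The ratio of counts to TPM gives that length up to a factor per library, and over the 9841 transcripts with at least 200 counts in every library its log2 varied between libraries with an SD of at most 7.57e-05, which checks that the columns of both tables belong to the same libraries. Relative length was taken as the median over libraries with at least 20 counts and was known for 97.9% of the tested transcripts.

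Among the deposited counts, 10098 transcripts with counts repeat the counts of an earlier one in every library, as happens when a read is counted at each isoform that it matches. How the authors assigned reads shared by isoforms, near-identical genes or overlapping genes is not stated, nor whether counting used strand, so the transcripts named are uncertain in that respect. The reference tables at hand matched 2 of the identifiers to a gene name. The planned checks of DDX3X and NAT10 in their own knockdowns, 20 planned gene-list tests over 124 list entries, and the part of the naming rule that needs a symbol were therefore not run.

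Libraries were grouped by the labels into 12 groups of 2. Tests used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1: filterByExpr on the 12 groups kept 48558 transcripts, TMM scaled the libraries, and estimateDisp, glmQLFit and glmQLFTest were run with default settings on all 24 libraries with 1 mean per group, which leaves 12 residual degrees of freedom. The common dispersion was 0.107. Calls are transcripts with a Benjamini-Hochberg adjusted p-value under 0.05. The heavy-to-total ratio was tested in the same model as the difference between heavy and total contrasts. Values shown as log2 CPM use a prior count of 2. Standard errors are the log2 fold change divided by the square root of the F statistic.

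The 18 comparisons between groups, their test and most alternatives were fixed before the data were examined. The pooled comparisons and the comparisons of heavy fraction with total RNA were added after the others had made almost no calls. The pooled thapsigargin fit has additive knockdown terms per fraction, and the pooled knockdown fits, on mock and that knockdown alone, additive treatment terms per fraction. The genes to be named were DDX3X, NAT10 and 5 stress-response genes, and per comparison up to 2 with the highest and 2 with the lowest log2 fold change among called transcripts with a gene symbol, an average log2 CPM of at least 3 and the same direction in both replicates. As symbols were missing and the planned comparisons had almost no calls, the rule was applied with identifiers to the pooled total RNA comparisons, asking for the same direction of the group means in each arm, and of the transcripts it gave, 2 that rose and 2 that fell are named.

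The alternatives planned were DESeq2's median-of-ratios size factors, no filter beyond 1 count, DESeq2 1.42.0 with its Wald test, only the libraries compared, blocks for the replicate number, leaving out single libraries, and correlations over transcripts with an average log2 CPM of at least 3. Alternatives chosen after seeing the data were identical transcripts counted a single time, a length trend removed per library (lowess with a span of 0.3 of log2 CPM deviations on log2 relative length, as an offset), counts thinned to 14555787 per library, crossed replicate numbers, a replicate block within knockdown and fraction, both lysates of a replicate number summed over treatments after that thinning, and leaving out each lysate. Groups of correlated calls were formed with igraph 2.1.4 by linking transcripts with a correlation over 0.99 across libraries.

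Whether replicate numbers pair libraries was checked by correlating, across transcripts, the differences between replicate 1 and replicate 2 of different groups. In total RNA these differences correlated between DMSO and thapsigargin at 0.524 in mock, 0.427 in the DDX3X knockdown and 0.740 in the NAT10 knockdown, all over 0.1. Within a knockdown the numbers were therefore taken to pair the total RNA libraries. In the heavy fraction the correlations were 0.174, -0.0822 and 0.336, not all over 0.1. The check is not decisive: between the total RNA and heavy libraries of the same condition and number, the correlation ran from -0.326 to 0.630.

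The edgeR tests of 2 against 2, of the ratio, of heavy fraction against total RNA and of pooled arms were tried on simulated data with the means, dispersions and library sizes of the 48558 transcripts and 200 changed transcripts. The fits with DESeq2, with replicate blocks, with summed lysates and with only the libraries compared, and the pooled thapsigargin tests in the heavy fraction and of the ratio, were not. The simulation gave a transcript the same dispersion in all libraries, so it does not hold the wider spread of the heavy fraction. Its changed transcripts were drawn from those with a log2 mean CPM of at least 3, so the recovery does not cover lower levels. The pooled test of 6 against 6 recovered 100% of changes of a log2 of 2, with 8 false calls among 208. The 2 against 2 test in total RNA made 123 calls, of which 6 were false. The test of the ratio made 10 calls for changes of 2, of which 0 were false, and 208 for changes of 4, of which 13 were false. For changes of 2, the pooled tests of 4 against 4 recovered 96.5% in total RNA (10 of 203 calls false), 98% in the heavy fraction (15 of 211 false) and 66% for the ratio (5 of 137 false), and the test of heavy fraction against total RNA recovered 55% (2 of 112 calls false). A simulated length trend alone gave 15579 calls, and 0 after the length trend was removed. Precision is limited by the 2 replicates of each group more than by depth: totals of 14568091 to 61169101 counts leave the spread between replicates far above counting noise. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.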

Results

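RNA was measured in HEK293FT cells, a transformed human embryonic kidney line. According to the labels, cells carried a mock treatment, a DDX3X knockdown or a NAT10 knockdown. DDX3X is an RNA helicase and NAT10 an RNA acetyltransferase. Each of these was given DMSO, the unstressed control, or 400 nM thapsigargin, a blocker of the endoplasmic reticulum calcium pump that causes endoplasmic reticulum stress, for 1.5 h. From every lysate total RNA and the RNA of the heavy polysome fractions were sequenced. The heavy fractions of a sucrose gradient hold mRNA that carries many ribosomes. The level of a transcript there relative to total RNA is thus a measure of its translation, relative to the other transcripts. Each library was scaled to its own total, so a change in ribosome loading common to all transcripts does not show. The 24 libraries form 12 groups of 2 replicates. Total counts per library ran from 14568091 to 61169101. The DDX3X knockdown, thapsigargin, total RNA replicate 1 held the highest total, 4.20 times the lowest. In the heavy fraction the totals ran from 15116876 to 24733359.

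Replicates differed by more than counting noise in all 12 groups, with a chi-square per degree of freedom of at least 12.7, so no pair was taken for 1 library deposited again. This does not show that the replicates are independent: in total RNA the differences between replicates correlated between DMSO and thapsigargin at 0.524 in mock, 0.427 in the DDX3X knockdown and 0.740 in the NAT10 knockdown. Across transcripts, the correlation of log2 CPM (read counts scaled to the total of the library) between replicates was 0.932 to 0.982 in total RNA and 0.905 to 0.968 in the heavy fraction. The SD of the log2 difference between replicates was 0.43 to 0.90 in total RNA and 0.63 to 1.11 in the heavy fraction. The widest spread was that of the heavy fraction of mock cells at rest.

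The tables list UCSC transcript identifiers without gene names, and the files do not pair them with names. The levels of the DDX3X and NAT10 transcripts in their own knockdowns were therefore not checked here, and the groups are named as the labels name them. Different identifiers can hold identical counts in all libraries: of the 48558 transcripts tested, 43614 had distinct counts. A count of transcripts below can thus be larger than the number of genes behind it.

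The first question was which transcripts responded to acute endoplasmic reticulum stress in total RNA. With 2 libraries per arm, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment made 0 calls at an adjusted p-value under 0.05 in mock cells, where 135 transcripts had an unadjusted p under 0.05. It made 0 calls in the DDX3X knockdown, with 323 such transcripts, and 0 in the NAT10 knockdown, with 736. All of these counts lie under the 5% of tested transcripts that an unadjusted threshold of 0.05 gives by chance, the highest being 1.52%. The alternative that moved the counts most was testing without a filter on low counts, which gave 14, 10 and 25 calls. With a replicate block within knockdown and fraction, where the numbers were taken to pair the total RNA libraries, the NAT10 knockdown had 10 calls, all higher after thapsigargin. The test of whether the response differed from mock made 0 calls for the DDX3X knockdown, with 77 transcripts at an unadjusted p under 0.05, and 0 for the NAT10 knockdown, with 117. On simulated data the same 2 against 2 test in total RNA recovered 58.5% of 200 transcripts changed by a log2 of 2. These were drawn from transcripts with a log2 mean CPM of at least 3, each with the same dispersion in all libraries. Changes of that size in many such transcripts were thus detectable at the simulated spread. In the data a single transcript could be missed: uc010vhj.1, with a log2 fold change of 2.27 in mock, was not called there.

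When the 3 knockdown arms were pooled, 6 libraries against 6, thapsigargin raised 12 transcripts in total RNA and lowered 0. All 12 had higher mean levels after thapsigargin in mock, DDX3X knockdown and NAT10 knockdown cells. They fell into 4 groups of transcripts whose levels correlated above 0.99, with absolute log2 fold changes of 1.57 to 2.10. Leaving out the lysate of the DDX3X knockdown, thapsigargin replicate 2 raised the count to 31, and leaving out that of the NAT10 knockdown, thapsigargin replicate 1 raised it to 20. A total of 16 transcripts were called in the heavy fraction, all higher, and all 12 from total RNA were among them. With the replicate block within knockdown and fraction the counts were 51 in total RNA, 49 of them higher, and 54 in the heavy fraction, 52 of them higher. The heavy-to-total ratio gave 0 calls for thapsigargin pooled over knockdowns, with 1142 transcripts at an unadjusted p under 0.05.

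Among the called transcripts with an average log2 CPM of at least 3, the largest change was that of uc010vhj.1, with a log2 fold change of 2.10 ± 0.30 (SE) and an adjusted p-value of 0.00120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level in mock total RNA was 6.06 ± 3.26 CPM (SD, n = 2) with DMSO and 29.4 ± 10.1 CPM (SD, n = 2) with thapsigargin. In the DDX3X knockdown it was 3.45 ± 0.226 and 13.5 ± 2.47 CPM (SD, n = 2), and in the NAT10 knockdown 4.60 ± 1.00 and 19.1 ± 10.5 CPM (SD, n = 2). The transcript uc002eke.1 followed with a log2 fold change of 1.94 ± 0.30 (SE) and an adjusted p-value of 0.00390 by the same edgeR test. Its mock total RNA level rose from 25.1 ± 11.2 to 124 ± 63.7 CPM (SD, n = 2). Both stayed past the threshold under each of 18 alternatives, with adjusted p-values by edgeR's or DESeq2's test of 2.70e-08 to 0.0137 for uc010vhj.1 and of 1.20e-06 to 0.0291 for uc002eke.1.

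**Figure D1:**
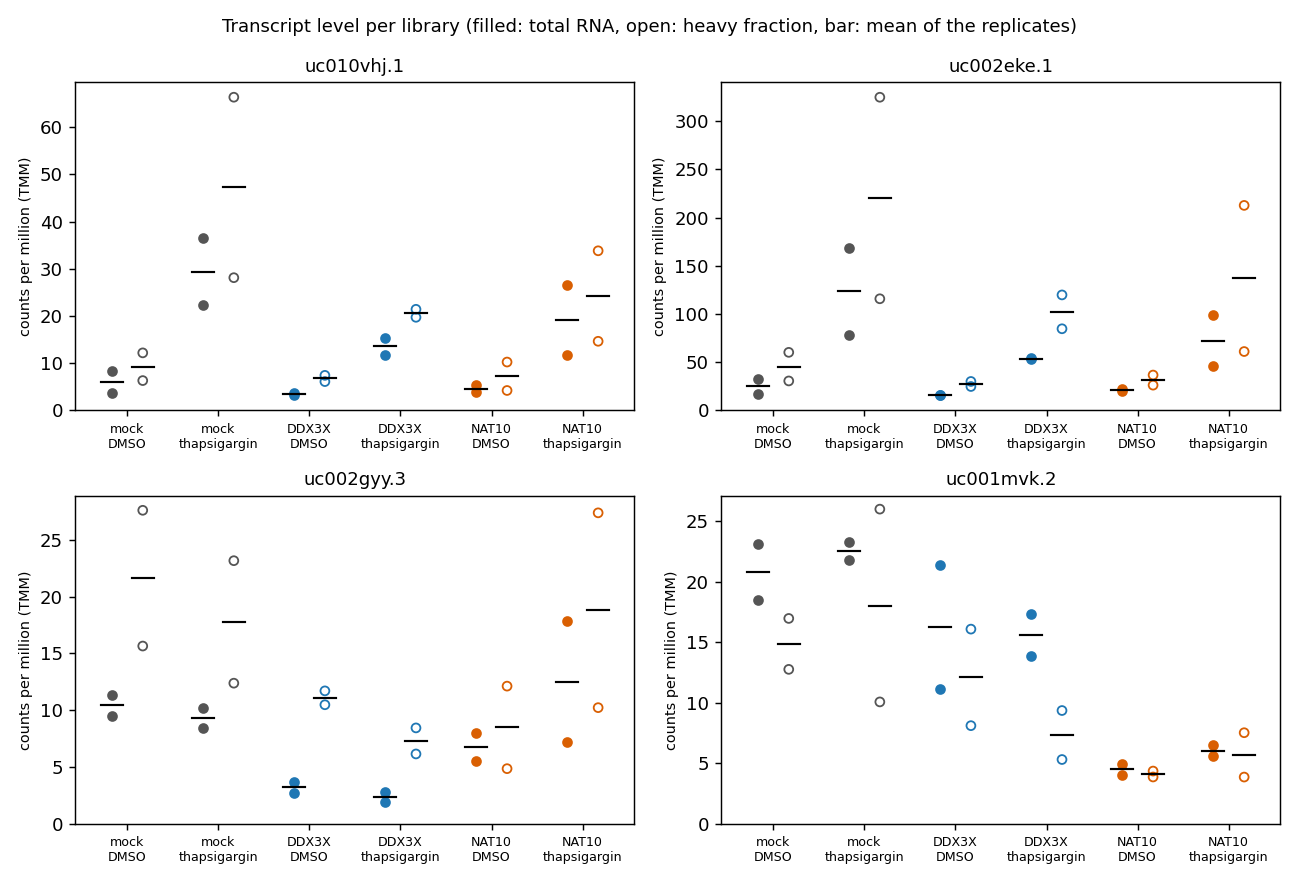
Level of 4 transcripts in each library, in CPM after TMM scaling, for each knockdown (mock, DDX3X, NAT10) and treatment; filled points are total RNA, open points the heavy fraction, and bars the mean of 2 replicates. In total RNA the mean levels of uc010vhj.1 and uc002eke.1 were higher with thapsigargin in mock and both knockdowns, that of uc002gyy.3 was lower in the DDX3X knockdown than in mock, and that of uc001mvk.2 was lower in the NAT10 knockdown than in mock.

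The next question was what each knockdown changed in total RNA. Against mock, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment made 0 calls for the DDX3X knockdown at rest, with 1540 transcripts at an unadjusted p under 0.05, and 0 calls at thapsigargin, with 2026. For the NAT10 knockdown it made 0 calls at rest, with 1713 such transcripts, and 0 at thapsigargin, with 1913. When only the libraries compared entered the fit, the DDX3X knockdown had 93 calls at rest and 291 at thapsigargin. Without the filter on low counts the NAT10 knockdown had 158 calls at rest and 24 at thapsigargin.

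Pooled over treatments, 4 libraries against 4, the DDX3X knockdown differed from mock in 10 transcripts of total RNA, 5 higher and 5 lower. The NAT10 knockdown differed in 4, of which 2 were higher and 2 lower, in 2 groups of correlated transcripts. These tests count the 4 libraries of an arm as separate replicates, although the replicate numbers were taken to pair the total RNA libraries of a knockdown across treatments. When both lysates of a number were thinned to equal depth and summed, 2 against 2, there were 0 calls for the DDX3X knockdown, with 4496 transcripts at an unadjusted p under 0.05, and 0 for the NAT10 knockdown, with 1995. The directions depended on the setting. In the DDX3X knockdown they stayed near even by DESeq2's Wald test, with 418 higher and 385 lower, but not without the filter on low counts, with 1087 and 375. In the NAT10 knockdown these settings gave 116 higher and 21 lower, and 339 and 24. The transcript uc002gyy.3 was lower in the DDX3X knockdown, with a log2 fold change of -1.81 ± 0.27 (SE) and an adjusted p-value of 0.0383 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (6.06e-06 to 0.477 over its alternatives). At rest its total RNA level was 10.4 ± 1.33 CPM (SD, n = 2) in mock and 3.23 ± 0.687 CPM (SD, n = 2) in the knockdown, and with thapsigargin 9.30 ± 1.30 and 2.38 ± 0.601 CPM (SD, n = 2). The transcript uc001mvk.2 was lower in the NAT10 knockdown, with a log2 fold change of -2.05 ± 0.31 (SE) and an adjusted p-value of 0.0338 by the same edgeR test (2.02e-06 to 1.00 over its alternatives). Its total RNA level at rest was 20.8 ± 3.26 CPM (SD, n = 2) in mock and 4.50 ± 0.659 CPM (SD, n = 2) in the knockdown, and with thapsigargin 22.5 ± 1.05 and 6.04 ± 0.651 CPM (SD, n = 2). Each of these transcripts kept its direction under 14 alternatives and lost its call in 7 of them, with the lysates summed and otherwise with a lysate left out. By the same edgeR test, the adjusted p-value of uc002gyy.3 was 0.391 without the DDX3X knockdown at rest, replicate 1, and that of uc001mvk.2 was 0.611 without the NAT10 knockdown at rest, replicate 1. The count for the DDX3X knockdown ran from 0, for instance without its thapsigargin replicate 1, to 93 without mock at rest, replicate 2. The count for the NAT10 knockdown ran from 0, for instance without its thapsigargin replicate 1, to 31 without its replicate 2 at rest, 29 of them higher and 2 lower.

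In the heavy fraction the DDX3X knockdown differed from mock in 289 transcripts, 100 higher and 189 lower, and the NAT10 knockdown in 6135, 2462 higher and 3673 lower. Both counts and their directions depended on which lysates entered. With both lysates of a number summed there were 0 calls for either knockdown, with 5802 and 9289 transcripts at an unadjusted p under 0.05. The count for the DDX3X knockdown was 0 without its replicate 1 at rest, without its thapsigargin replicate 1 or without mock at thapsigargin, replicate 2, and reached 2279 without mock at rest, replicate 2, of which 1254 were higher and 1025 lower. More were higher than lower also without mock at rest, replicate 1 (791 and 637) and without the DDX3X knockdown at thapsigargin, replicate 2 (337 and 242). The count for the NAT10 knockdown was 0 without its replicate 1 at rest, without its thapsigargin replicate 1 or without mock at rest, replicate 1, and 17, all higher, without its replicate 2 at rest, and reached 11353 without its thapsigargin replicate 2. Without mock at thapsigargin, replicate 1 it was 487, of which 328 were higher and 159 lower.

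The main question of the study was whether DDX3X affects translation under acute stress. The heavy-to-total ratio addresses this only for shifts between transcripts, as scaling each library to its total removes a change common to all. Thapsigargin changed this ratio in 0 transcripts in mock cells, in the DDX3X knockdown and in the NAT10 knockdown, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The transcripts with an unadjusted p under 0.05 numbered 267, 1520 and 117. The DDX3X knockdown differed from mock in 0 transcripts at rest, with 1209 at an unadjusted p under 0.05, and in 0 at thapsigargin, with 315. Its interaction with thapsigargin gave 0 calls, with 888 at an unadjusted p under 0.05, and that of the NAT10 knockdown 0, with 212. In the NAT10 knockdown 3 transcripts had a higher ratio than in mock at rest, and 10122 had an unadjusted p under 0.05. Their log2 differences were 4.35 to 4.38 (SE 0.68 to 0.70), each with an adjusted p-value of 0.0323 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and their median heavy-minus-total difference was positive in both replicates of the NAT10 knockdown and negative in both of mock. Their levels correlated above 0.99, so they form 1 group. This count moved to 0 when only the libraries compared entered the fit, where 6365 transcripts had an unadjusted p under 0.05. With DESeq2's Wald test it was 1906, of which 812 were higher and 1094 lower. Without the filter on low counts it was 1489, 689 higher and 800 lower. With a replicate block common to all groups it was 35, 34 higher and 1 lower. At thapsigargin the NAT10 knockdown had 0 calls, with 1775. On simulated data this test recovered 5% of 200 transcripts changed by a log2 of 2 in the heavy fraction and 97.5% of those changed by 4, so changes of the smaller size in the ratio were mostly not detectable with 2 replicates. Pooled over treatments, the ratio gave 0 calls for the DDX3X knockdown, with 851 transcripts at an unadjusted p under 0.05, and 0 for the NAT10 knockdown, with 12177. Without the lysate of the NAT10 knockdown, thapsigargin replicate 2, the latter count was 1932.

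Within each condition the heavy fraction was also compared with total RNA directly. In the NAT10 knockdown 6288 transcripts differed at rest, 2443 higher in the heavy fraction and 3845 lower, and 6044 at thapsigargin, 3062 higher and 2982 lower. The calls shared by both treatments numbered 4214, and all 4214 had the same direction. The small majority of higher calls at thapsigargin depended on the setting. It was reversed with DESeq2's size factors (2498 higher and 3226 lower) and its Wald test (4143 and 4773). It was also reversed without the filter on low counts (3082 and 4166) and with a replicate block per lysate (4068 and 4405). Further reversals came with the length trend removed (2004 and 2173), with thinned counts (2744 and 2843) and with only the libraries compared (102 and 208). The majority of higher calls stayed only with a replicate block common to all groups (3717 and 3589) and with identical transcripts counted a single time (2855 and 2785). In the DDX3X knockdown 81 transcripts differed at rest, 32 higher and 49 lower, and 33 at thapsigargin, 21 higher and 12 lower. In mock cells 5 differed at rest and 1 at thapsigargin, all lower in the heavy fraction. DESeq2's Wald test gave 529 in mock at rest, 381 of them higher in the heavy fraction and 148 lower. In mock at thapsigargin it gave 467, 362 higher and 105 lower. By this test neither the number of mock calls nor their all being lower held. These totals do not show whether any single call changed direction. Without the filter on low counts 261 of 281 mock calls at rest and 95 of 112 at thapsigargin were lower. DESeq2's Wald test gave 1806 in the DDX3X knockdown at rest and 1063 at thapsigargin. The fit with only the libraries compared gave 6053 in the DDX3X knockdown at rest and 310 in the NAT10 knockdown at thapsigargin. The difference between the NAT10 knockdown and mock at rest was tested directly by the ratio above, which made 3 calls.

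The heavy-minus-total difference of log2 CPM was related to transcript length in the NAT10 knockdown. Across transcripts, which are not independent replicates, its Spearman correlation with relative length was 0.422 at rest and 0.406 at thapsigargin. In mock cells it was -0.0907 at rest and 0.166 at thapsigargin, and in the DDX3X knockdown it was 0.0133 and -0.00372. For the NAT10 knockdown at rest the median difference rose from -0.57 in the shortest to 0.64 in the longest of 5 equal sets of transcripts ordered by length. When each of the 4 libraries was left out in turn, the correlation in the NAT10 knockdown ran from 0.333 to 0.430 at rest and from 0.304 to 0.432 at thapsigargin. In mock cells at thapsigargin it stayed positive, from 0.126 to 0.179, and the median difference rose from -0.24 in the shortest to 0.07 in the longest set. In mock cells at rest the correlation ran from -0.260 to 0.117, the latter without replicate 1 of the heavy fraction. In the DDX3X knockdown it changed sign as well, from -0.0742 without heavy replicate 2 to 0.119 without heavy replicate 1 at rest, and from -0.174 without heavy replicate 1 to 0.148 without heavy replicate 2 at thapsigargin.

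**Figure D2:**
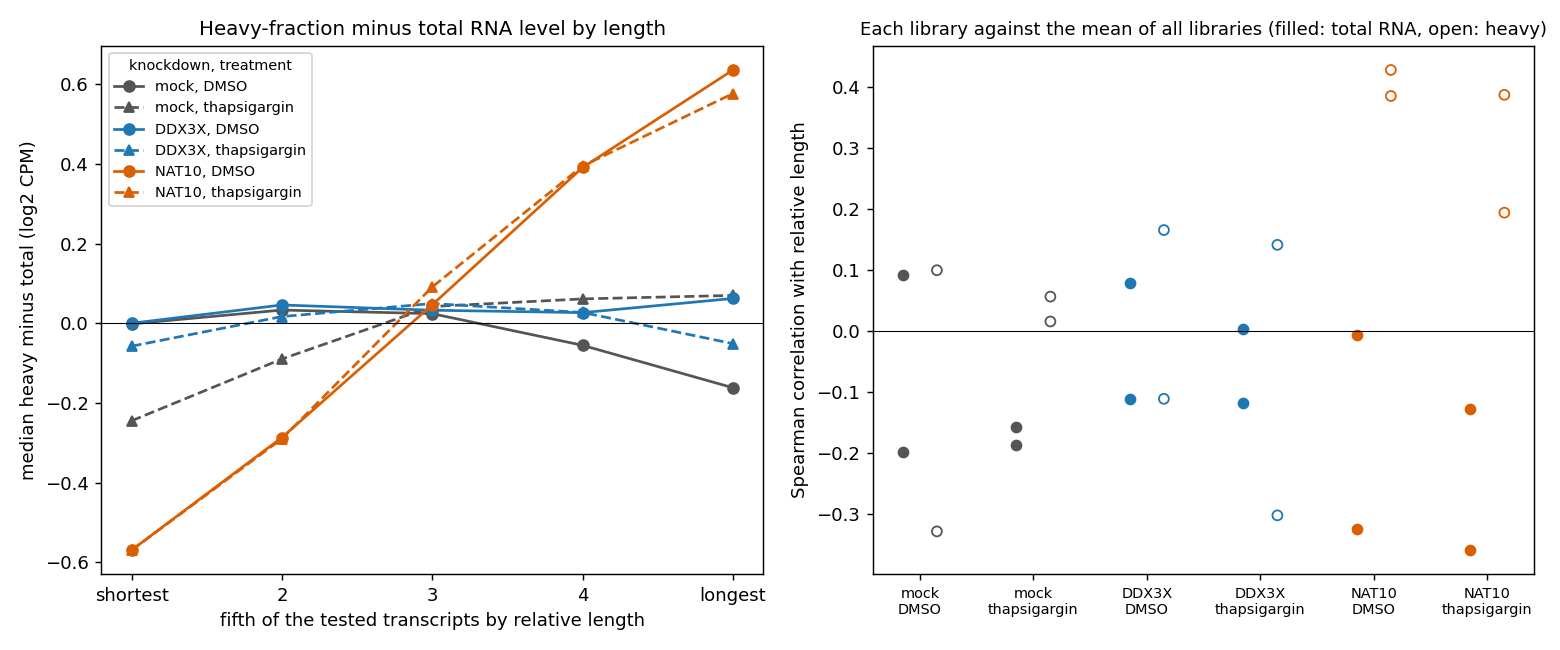
Left, the median difference between heavy fraction and total RNA (log2 CPM, mean of 2 replicates) in each of 5 equal sets of transcripts ordered by relative length, for each knockdown and treatment; right, the Spearman correlation with relative length of each library's log2 CPM minus the mean of all 24 libraries, with filled points for total RNA and open points for the heavy fraction. The NAT10 knockdown lines rise from -0.57 to 0.64 at rest and from -0.57 to 0.58 at thapsigargin, and in the right panel replicates can differ widely, as in the heavy fraction of mock at rest with -0.328 and 0.0998.

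The likeness of the effects was described by the correlation of log2 fold changes across transcripts. For the thapsigargin response in total RNA it was 0.336 between mock and DDX3X knockdown and 0.482 between mock and NAT10 knockdown, comparisons that share no libraries. Transcripts are not independent replicates, so no p-value is given. Within replicate 1 and within replicate 2 the former was 0.236 and 0.170, and the latter 0.263 and 0.381. With 1 library left out the former fell to 0.0765, without the DDX3X knockdown at rest, replicate 1. The latter fell to -0.0488, without the NAT10 knockdown at thapsigargin, replicate 2. Among the 22118 transcripts with an average log2 CPM of at least 3 these were 0.544 and 0.730. For the heavy-to-total ratio the corresponding values were 0.0688 and -0.0322. The former was 0.601 within replicate 1 and -0.328 within replicate 2. Over the fits without 1 library it ran from -0.249, without heavy replicate 1 of mock at rest, to 0.291, without heavy replicate 2 of the DDX3X knockdown at thapsigargin. The latter ran from -0.317 without total RNA replicate 2 of the NAT10 knockdown at thapsigargin to 0.240 without replicate 1. The DDX3X and NAT10 knockdown effects share the mock libraries, and unchanged groups against such shared controls gave a mean of 0.495 in total RNA at rest and 0.496 at thapsigargin over 20 simulations. The observed correlations were 0.377 at rest and 0.350 at thapsigargin. With 1 library left out the former ran from 0.162, without the NAT10 knockdown at rest, replicate 1, to 0.623, without mock at rest, replicate 2, and it was 0.576 within replicate 1 and 0.462 within replicate 2. The latter ran from -0.0794, without the NAT10 knockdown at thapsigargin, replicate 1, to 0.580, without mock at thapsigargin, replicate 2, and it was 0.696 within replicate 1 and 0.121 within replicate 2. The simulated means hold for 2 libraries per arm, and no simulation was made with a library left out. The groups differed in spread. In total RNA at rest the SD of the log2 difference between replicates was 0.65 in mock, 0.57 in the DDX3X knockdown and 0.88 in the NAT10 knockdown. Unequal spread changes the value that unchanged groups give, so no conclusion is drawn from the gap to the simulated means. For the ratio the observed correlations were 0.488 at rest, against a simulated 0.494, and 0.00169 at thapsigargin, against 0.495. The value at rest rose to 0.753 without heavy replicate 2 of mock, and the value at thapsigargin ran from -0.279 to 0.320 without heavy replicate 1 or 2 of the DDX3X knockdown.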

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

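Leaving out single libraries was planned from the start, but its use as a test of a single deviating library was chosen only after its result was seen. The tests on transcript length and depth were set before their values were known, on a difference already noticed in the same data.

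Of 8 tests of whether an effect differed between groups, 1 made calls. The heavy-to-total ratio of 3 transcripts was higher in the NAT10 knockdown than in mock at rest, by a log2 of 4.35 to 4.38, and their levels correlated above 0.99. Their median heavy-minus-total difference was -3.21 and -3.03 in the replicates of mock at rest, and 0.93 and 1.48 in those of the NAT10 knockdown at rest. At thapsigargin it was -1.23 in mock, with -0.69 and -1.77 in the replicates, and 0.94 in the NAT10 knockdown, with 1.15 and 0.73, and in the DDX3X knockdown it was -0.99 at rest, with -1.91 and -0.08 in the replicates, and -0.94 at thapsigargin, with -0.87 and -1.01. The ratio of the NAT10 knockdown to mock had 0 calls at thapsigargin, with 1775 transcripts at an unadjusted p under 0.05, and the interaction had 0, with 212.

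The tables argue against transcript length as the whole cause of this difference, while the tests of depth and of a single library could hardly have come out otherwise. With the transcript length trend removed per library the median log2 difference of the 3 transcripts was 4.47, against 4.37 before, although their adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment then lay between 0.0544 and 0.0733, so the calls were lost while the difference was not smaller. With all libraries thinned to the smallest total the median log2 difference was 4.47, with an adjusted p-value of 0.0364 by the same edgeR test. Thinning hardly moves the expected difference of transcripts at this level, an average log2 CPM of 4.06 to 4.20, so it does not decide on depth. Leaving out each of the 8 libraries in turn gave medians of differences in mean log2 CPM of 4.06 to 4.60 (4.32 with all 8), the lowest without total RNA replicate 1 of mock at rest. The 3 transcripts were called in these same libraries, which favours transcripts whose replicates agree, so this describes them and is no independent test. Correlated levels leave open that the 3 transcripts count the same reads, so they may stand for a single gene. Since the transcripts were not named and the labels give no preparation batch, reads shared with similar genes, a batch difference and a mislabelled sample were not tested, and an effect of NAT10 stays among the open explanations as untested.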

How the results depend on the processing

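The comparisons pooled over arms, those of heavy fraction with total RNA, the counting of identical transcripts a single time, the length and thinning settings, the crossed numbers, the block within knockdown and fraction, the summing of lysates and the omission of lysates were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested. Counts are of transcripts with an adjusted p-value under 0.05.

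Of 136 alternatives of the planned counts, 111 stayed within 1.5 times and 25 moved. For the pooled counts 28 of 54 stayed and 26 moved, and 33 of 84 moved when a lysate was left out. For heavy against total RNA 29 of 55 stayed and 26 moved. Of 120 refits of the 8 transcripts that met the naming rule, 76 kept their call, 44 lost it and 0 reversed. uc010vhj.1 (log2 fold change 1.94 to 2.23) and uc002eke.1 (1.74 to 2.08) kept their call in 18 of 18. uc002gyy.3 (-1.93 to -1.70) and uc001mvk.2 (-2.13 to -1.95) kept theirs in 7 of 14.

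DESeq2's size factors in place of TMM left the 18 planned counts within 1.5 times and shifted no comparison by over 0.1 on the log2 scale. They lowered the heavy against total count of the DDX3X knockdown at thapsigargin from 33, 21 higher and 12 lower, to 10, 5 higher and 5 lower, an up share of 50% against 63.6%.

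For the ratio in the NAT10 knockdown against mock at rest, DESeq2's Wald test gave 1906 calls (3 by edgeR). Of these 812 were higher and 1094 lower, while edgeR's were all higher. Pooled, the Wald test gave 4209 (0, with 12177 at an unadjusted p under 0.05). For heavy against total RNA it gave 1806 in the DDX3X knockdown at rest (81) and 1063 at thapsigargin (33), and 529 in mock at rest (5) and 467 at thapsigargin (1). Of these mock calls 381 of the 529 and 362 of the 467 were higher in the heavy fraction, where edgeR's were all lower. Whether any of edgeR's calls changed direction is not shown by these totals. In the pooled heavy fraction the Wald test gave 2072 for the DDX3X knockdown (289), 9852 for the NAT10 knockdown (6135) and 30 for thapsigargin (16). In total RNA it gave 2 for each knockdown against mock at thapsigargin and 1 for thapsigargin in the NAT10 knockdown (0 each), and pooled 803 for the DDX3X knockdown (10), 137 for the NAT10 knockdown (4), 116 of them higher and 21 lower, and 33 for thapsigargin (12).

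Without a filter on low counts 62616 transcripts were tested. In total RNA the calls for thapsigargin were 14 in mock, 10 in the DDX3X knockdown and 25 in the NAT10 knockdown (0 each), and 47 pooled (12). The DDX3X knockdown had 62 at thapsigargin (0) and 1462 pooled (10), 1087 of them higher and 375 lower. The NAT10 knockdown had 158 at rest, 24 at thapsigargin (0 each) and 363 pooled (4), 339 of them higher and 24 lower. For the ratio, thapsigargin in mock had 2, the DDX3X knockdown 1 at rest, 1 at thapsigargin, 1 pooled and 9 for the interaction (0 each), and the NAT10 knockdown 1489 at rest (3), 4 at thapsigargin, 2 for the interaction and 2326 pooled (0 each). Of the 1489, 689 were higher and 800 lower. For heavy against total RNA there were 1855 in the DDX3X knockdown at rest, 412 at thapsigargin, 281 in mock at rest and 112 at thapsigargin. In mock 261 of the 281 and 95 of the 112 were lower in the heavy fraction. The pooled heavy fraction had 2174 for the DDX3X knockdown and 46 for thapsigargin.

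With only the libraries compared in the fit, the DDX3X knockdown in total RNA had 93 calls at rest and 291 at thapsigargin. The ratio in the NAT10 knockdown at rest had 0, with 6365 at an unadjusted p under 0.05. Heavy against total RNA gave 6053 in the DDX3X knockdown at rest, 310 in the NAT10 knockdown at thapsigargin (6044), and 0 in the DDX3X knockdown at thapsigargin, mock at rest and mock at thapsigargin, with 8590, 2437 and 9838 at an unadjusted p under 0.05. By construction these fits estimate the spread from fewer libraries.

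A replicate block common to all groups, whose numbers did not pair libraries of a knockdown with those of mock in total RNA (correlations of -0.261 to 0.0709), while in the heavy fraction these correlations were 0.0934 to 0.544, gave 35 calls for the ratio of the NAT10 knockdown at rest and 157 pooled, 457 and 207 for heavy against total RNA in the DDX3X knockdown at rest and at thapsigargin, and 2 in mock at thapsigargin. Pooled, it gave 1025 in the heavy fraction of the DDX3X knockdown, and in total RNA 57 for the DDX3X knockdown, 2 for the NAT10 knockdown and 20 for thapsigargin. A replicate block per lysate, pairing total with heavy libraries (correlations of -0.326 to 0.630), gave 5 for the ratio of the NAT10 knockdown at rest, 17 and 97 for heavy against total RNA in the DDX3X knockdown at rest and at thapsigargin, and 2 in mock at thapsigargin. A replicate block within knockdown and fraction gave 10 for thapsigargin in total RNA of the NAT10 knockdown, and pooled 51 in total RNA and 54 in the heavy fraction, where all 12 and 16 calls without the block were among them. The blocks moved no other count by over 1.5 times. With the replicate numbers crossed, the block per lysate gave 4850 calls for the ratio of the NAT10 knockdown at rest and 11712 for heavy against total RNA there.

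Counting identical transcripts a single time moved 2 counts: heavy against total RNA in the DDX3X knockdown at thapsigargin to 74, and the pooled NAT10 knockdown in total RNA to 2. With the length trend removed, the ratio of the NAT10 knockdown at rest had 0 calls, with 8219 at an unadjusted p under 0.05. Heavy against total RNA then had 353 in the DDX3X knockdown at rest, 145 at thapsigargin, 3 in mock at rest and 0 in mock at thapsigargin, with 5984 at an unadjusted p under 0.05.

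Because the replicate numbers were taken to pair the total RNA libraries across treatments, the lysates of a number were also summed after thinning to equal depth. This set 2 summed units against 2. All 4 nonzero pooled knockdown counts then fell to 0. In total RNA 4496 transcripts had an unadjusted p under 0.05 for the DDX3X knockdown and 1995 for the NAT10 knockdown, and in the heavy fraction 5802 and 9289. For the ratio the 0 calls remained 0, with 513 and 5894. The power of this test was not measured.

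Leaving out 1 lysate, the pooled calls in total RNA ran from 0 (among others without the DDX3X knockdown, thapsigargin replicate 1) to 93 (without mock at rest, replicate 2) for the DDX3X knockdown, from 0 (among others without its thapsigargin replicate 1) to 31 (without its replicate 2 at rest) for the NAT10 knockdown, and from 12 to 31 (without the DDX3X knockdown, thapsigargin replicate 2) for thapsigargin, with 20 without the NAT10 knockdown, thapsigargin replicate 1. Heavy-fraction calls for the DDX3X knockdown ran from 0 (without its replicate 1 at rest or at thapsigargin, or mock at thapsigargin, replicate 2) to 2279 (without mock at rest, replicate 2), where 1254 were higher and 1025 lower, against 100 and 189 with all lysates. Those for the NAT10 knockdown ran from 0 (without its replicate 1 at rest or at thapsigargin, or mock at rest, replicate 1) to 11353 (without its thapsigargin replicate 2), with 17 without its replicate 2 at rest and 487 without mock at thapsigargin, replicate 1, of which 328 were higher and 159 lower. Those for thapsigargin ran from 15 to 19. For the ratio of the NAT10 knockdown they ran from 0 to 1932 (without its thapsigargin replicate 2), with 82 without mock at thapsigargin, replicate 1. Leaving out a library of a planned comparison leaves an arm with 1 library, so no calls were made there.

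Among transcripts with an average log2 CPM of at least 3, the correlation of thapsigargin responses in total RNA was 0.544 between mock and DDX3X knockdown (0.336 over all) and 0.730 between mock and NAT10 knockdown (0.482). That of the knockdown effects on the ratio was 0.400 at rest (0.488) and -0.189 at thapsigargin (0.00169). Leaving out 1 library, the correlations in total RNA ran from 0.0765 to 0.420 and from -0.0488 to 0.589 for the thapsigargin responses, and from 0.162 to 0.623 at rest and from -0.0794 to 0.580 at thapsigargin for the knockdown effects. For the ratio they ran from -0.249 to 0.291 and from -0.317 to 0.240 for the thapsigargin responses, and from 0.269 to 0.753 at rest and from -0.279 to 0.320 at thapsigargin for the knockdown effects.

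The planned tests of gene lists and of DDX3X and NAT10 in their own knockdown, with their alternatives, were not run because transcripts were not named. Medians of called genes with a library left out exist only for the ratio of the NAT10 knockdown at rest, as the other planned comparisons had 0 calls. Depth limited these results less than the spread between 2 replicates: thinning to 14555787 counts per library left the heavy against total count of the NAT10 knockdown at rest at 6012.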

Other observations

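The test of the replicate block on the thapsigargin comparison of mock total RNA, the splits that part or keep the paired libraries, the split counts by unadjusted p other than that for the ratio of the NAT10 knockdown, and the tests of whether the heavy-minus-total differences recur between treatments were chosen only after the results were seen. The other tests in this part were set before their values were known, on patterns noticed in the same data.

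Other splits of the same lysates were tested for the comparisons pooled over arms. For thapsigargin, 70 of the 108 splits of the 12 lysates within knockdowns were drawn. In total RNA 2 of the 70 splits gave as many calls as the 12 observed, the real one included. The other one followed the replicate number and gave 31 calls, and with a replicate block within knockdown and fraction the thapsigargin comparison had 51. In the heavy fraction 5 of the 70 splits gave at least the 16 calls observed, up to 1664, and the split by replicate number gave 977. Since the replicate numbers were taken to pair the total RNA libraries, the real split was also set against all splits that part as many pairs, 6. In total RNA 1 of these 32 splits, the real one, gave as many calls, and the others gave 0. In the heavy fraction 1 of these 32 splits, the real one, likewise gave as many calls and the others gave 0, while 28 of the 32 splits had as many transcripts with an unadjusted p under 0.05. The numbers did not pair the heavy libraries alike in the 3 knockdown arms (0.174, -0.0822 and 0.336), so it is open whether these splits or all 70 are the fitting comparison for the 16 calls. For the ratio all 70 of 70 splits gave at least the 0 calls observed, which decides nothing.

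For the knockdowns 34 splits of the 8 lysates were fitted for each, the split equal to treatment having no solution. In total RNA 1 of the 34 splits, the real one, gave as many calls as the 10 for the DDX3X knockdown, and 1 of the 34 splits gave as many as the 4 for the NAT10 knockdown, while the other splits gave 0. This overstates the support, since the replicate numbers were taken to pair the total RNA libraries across treatments. Only 3 of these splits, the real one included, keep the pairs together, too few to decide. For the NAT10 knockdown another of these 3 splits had 5591 transcripts with an unadjusted p under 0.05, against 4627 in the real one. For the DDX3X knockdown the real one had 6906, and the others of these 3 splits at most 1693. With the lysates of a number summed there were 0 calls for either knockdown. The DDX3X knockdown then had 4496 and the NAT10 knockdown 1995 at an unadjusted p under 0.05. For the heavy fraction 3 of the 34 splits gave at least the 289 calls for the DDX3X knockdown, up to 4625, and 2 of the 34 splits at least the 6135 for the NAT10 knockdown, the other with 6496. These heavy-fraction counts are thus not set apart from other groupings of the lysates. For the ratio 34 of the 34 splits gave at least the 0 calls observed for either knockdown, which decides nothing. The splits were also compared by the number of transcripts with an unadjusted p under 0.05, with unlike outcomes. For the ratio of the NAT10 knockdown, 12177, it was reached by 1 of the 34 splits, the real one, and the other splits had at most 6357, a comparison that the pairs limit in the same way, while for the ratio of the DDX3X knockdown, 851, it was reached by 13 of the 34 splits. In total RNA 1 of the 34 splits reached the 6906 of the DDX3X knockdown and 3 of the 34 splits the 4627 of the NAT10 knockdown. In the heavy fraction 4 of the 34 splits reached the 7780 of the DDX3X knockdown and 1 of the 34 splits the 16258 of the NAT10 knockdown. For thapsigargin 20 of the 70 splits reached the 1727 in total RNA. The 544 in the heavy fraction was reached by 70 of the 70 splits and the 1142 for the ratio by 30 of the 70 splits. Of the 32 splits that part as many pairs, 1, the real one, reached the 1727 in total RNA, and the others had at most 946. In the same 32 splits 28 reached the 544 in the heavy fraction and 9 the 1142 for the ratio.

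The heavy fraction differed from total RNA in 6288 transcripts in the NAT10 knockdown at rest and in 5 in mock at rest. The difference itself was tested by the ratio, which made 3 calls, with 10122 transcripts at an unadjusted p under 0.05. The tables argue against transcript length or depth as the whole cause. With the transcript length trend removed the counts were 4357 and 3, and thinned to the smallest library 6012 and 5. Random scatter between single libraries is argued against as well. The difference between the NAT10 knockdown and mock in heavy minus total at rest correlated across transcripts at 0.765 with that at thapsigargin, which shares no library with it, and at 0.489 to 0.784 with 1 library left out, the lowest without heavy replicate 1 of the NAT10 knockdown at thapsigargin. For the DDX3X knockdown the value was -0.0258, and -0.145 to 0.107 with 1 library left out. Replicate differences shared by rest and thapsigargin libraries cannot be told apart from an effect of the knockdown. Between single lysates of the same number the NAT10 knockdown gave 0.570 to 0.693, but between lysates of other numbers 0.0269 to 0.432, and the DDX3X knockdown reached 0.213 there. The fall from 6288 to 4357 is consistent with part of the difference following length. The labels give no preparation batch, so a difference in how the heavy fractions of the groups were collected or prepared was not tested. An effect of NAT10 on which transcripts are in heavy polysomes stays open beside these, as untested.

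In the thapsigargin comparison of mock total RNA 0.278% of the transcripts had an unadjusted p under 0.05, where 5% would be had by chance. A candidate explanation is that replicate differences shared by the DMSO and thapsigargin libraries widened the spread. Another is a wider spread of the heavy-fraction libraries in the shared fit. The tables argue against either as the whole cause: with the replicate block within knockdown and fraction the number rose from 135 to 706, a share of 1.45%, and with only the 4 libraries compared to 608, a share of 1.34%, both still under 5%. Both rises go in the direction that the explanation needs, so each stays open as part of the cause, and the settings were not combined. No biological explanation was tested for this pattern.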
